A study of Xenopus laevis with 72 samples. Its data were reported in "Retinoic Acid Fluctuation Activates an Uneven, Direction-Dependent Network-Wide Robustness Response in Early Embryogenesis" (2021).

How the data were processed

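Whole X. laevis embryos of 6 clutches were sampled in 12 groups of 3 treatments and 4 times, 1 sample per clutch and group. As the methods of the study describe, several embryos were pooled per sample, total RNA was reverse transcribed, and the cDNA was preamplified with pooled primers and run on microfluidic arrays with a DNA-binding dye. Ct values were read with the instrument's software. The median over 3 preamplifications was kept, 1 with primers for L members, 1 for S members and 1 for all 24 genes. The authors deposited 2 tables, one of Ct values and one of log2 relative expression. The deposited log2 values were checked against the Ct table: all 1709 values equalled the Ct of gapdh minus the Ct of the gene minus the median of that difference over the 72 samples, within 0.001. They are thus log2 values in which higher means more transcript and 0 is the median of the gene. Preamplification and a single reference gene affect the measurements, since unequal amplification efficiency stretches differences and a change in gapdh moves every target gene. The primers' specificity for L and S members was not checked here.

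Every gene ID of the panel (24 of 24) was matched to the RefSeq gene table of assembly Xenopus_laevis_v10.1, used for names only, since the files name no genome build. The files name hoxd3.L and gapdh where the methods list the S members. The 19 missing values were left out.

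Groups and clutches were taken from the sample titles. Main tests used limma (version 3.58.1 in R 4.3.3), with lmFit and eBayes on log2 values, 12 groups, all 72 samples and clutch as a fixed block, Benjamini-Hochberg adjustment over the 23 target genes of a contrast, and a threshold of 0.05. Clutch letters pair the samples because a clutch is 1 set of sibling embryos. In the data, deviations from the group means correlated by a mean of 0.36 within clutches and -0.07 between clutches. Within clutches the mean was 0.52 at the same time and 0.32 at other times. The clutch block leaves what a clutch shares at 1 time in the residual. No 2 samples held identical values. Changes of an effect with time were tested with limma's F statistic over 3 contrasts, and pairs of duplicated genes on the L minus S difference of each sample. List shifts, absolute shifts and gapdh were tested with exact two-sided sign-flip permutation tests over the 6 clutches, with 64 sign assignments and a smallest p of 0.03125. Correlations used exact permutation of pairings. Panels with no effect were simulated 10000 times from the residual covariance with shared controls. That covariance also holds real differences between clutches in their response. Samples were drawn independently, although those of 1 clutch and time were more alike in the data.

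Gene lists (RA synthesis, reduction and degradation, binding and transport, and the study's 6 hox targets), designs and most alternatives were fixed before the data were examined. The lists follow the study's own panel. Full statistics are given in each comparison for up to 8 genes with the largest absolute difference among those past the threshold with 1 sign in at least 5 of 6 clutches, and values for cyp26a1.L and hoxb4.S in each treatment comparison. Some genes are part of every fit, count and list value but are not reported here singly. Other genes are summarised by list with examples.

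The scripts were tested on 100 simulated panels of 23 genes for each size of effect, for RA minus control at 0 h. Changes of 2, 1 and 0.5 on the log2 scale were recovered in 91.0%, 49.0% and 14.6% of changed genes, and 6 of 100 panels without a change gave a call. Alternatives were other blocks, other references, robust eBayes, each clutch left out, weakly expressed genes left out, other adjustments, thresholds and sample sets, and exact tests per gene. Plots were drawn with matplotlib.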

Results

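Transcript levels of 24 genes were measured by high-throughput quantitative PCR in whole embryos of the frog Xenopus laevis. Embryos of 6 clutches, named G to L, were exposed from stage 9.5 to stage 10.25 for 2 h to 10 nM retinoic acid (RA), to 50 uM DEAB, an inhibitor of the retinaldehyde dehydrogenase that makes RA, or to neither. They were washed and collected 0, 1.5, 3 and 4.5 h later, which gave 12 groups of 6 samples, 1 from each clutch, and 72 samples in all. The panel held 23 target genes and the reference gene gapdh (gene ID 380259). X. laevis carries pairs of duplicated genes from its 2 subgenomes, marked L and S. Threshold cycles (Ct) ran from 10.04 to 27.41, so that no value lay at the end of the run. The 19 missing values all belonged to hoxd3.L. The number of template molecules behind a Ct is unknown, and the precision below comes from the 6 clutches alone. The median standard error (SE) of a treated minus control difference was 0.42 on the log2 scale.

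The first comparison followed control embryos through the recovery period, the developmental change against which the treatments are set. Between 0 and 4.5 h, 19 of the 23 target genes rose, 1 fell and 3 did not pass the test. The rise of hoxd3.L, counted here, rests on 2 clutches with values at both times. All 6 hox targets, homeobox genes that pattern the head-to-tail axis, rose by 3.46 to 6.34 on the log2 scale, with hoxb1.S (gene ID 108702519) at 6.34 (SE 0.52, adjusted p = 4.14e-17) and hoxd4.L (gene ID 100380950) at 6.04 (SE 0.60, adjusted p = 6.78e-14). Among the 7 genes of RA reduction and degradation, 6 rose, led by cyp26c1.L (gene ID 108696124), which encodes an RA-degrading enzyme, at 6.49 (SE 0.48, adjusted p = 6.70e-19). The retinol dehydrogenase gene rdh13.L (gene ID 444106) fell by 1.91 (SE 0.31, adjusted p = 1.08e-07). Of the 5 genes of RA synthesis 3 rose, aldh1a3.L the most at 4.09, and of the 4 genes of binding and transport 3 rose, with crabp2.S (gene ID 108700362), which encodes a cellular RA-binding protein, at 7.98 (SE 0.60, adjusted p = 1.43e-18). The counts adjusted over the list alone were 6 for hox targets, 7 for reduction and degradation, 3 for synthesis and 3 for binding and transport. These directions are relative to gapdh, whose Ct was 12.51 ± 0.62 (SD, n = 6) at 0 h and 13.8 ± 0.96 at 4.5 h, higher in 5 of 6 clutches (exact two-sided sign-flip test, p = 0.0625). With the mean of the panel as reference the median change of all genes moved by -3.39, and 5 of the 6 hox targets, 3 genes of reduction and degradation and 2 of binding and transport were still called higher. With it 4 synthesis genes, 3 genes of reduction and degradation and 2 of binding and transport were called lower. The panel mean is made of the target genes, most of which rose relative to gapdh. Genes that rose less than the panel are therefore lowered against it.

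**Figure D1:**
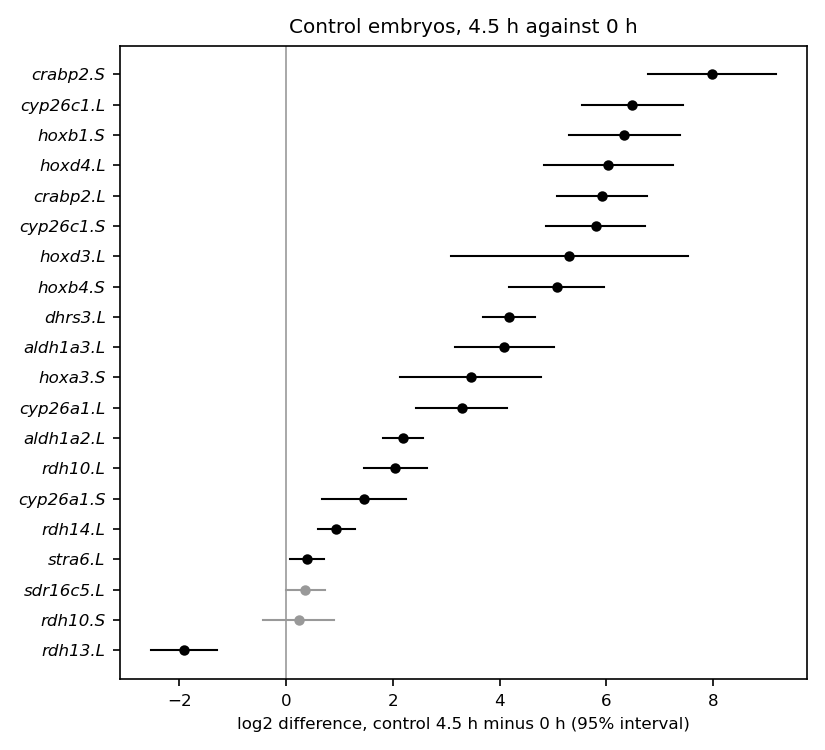
Change in control embryos from 0 to 4.5 h after the wash for 20 target genes. Points are log2 differences relative to gapdh, bars their 95% intervals from limma (6 clutches), and grey marks genes that did not pass the test. The values run from -1.91 for rdh13.L to 7.98 for crabp2.S.

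The next question was which genes responded to added RA at the end of the pulse. At 0 h, 6 genes were higher than in the controls of the same clutches and 0 were lower. Among them dhrs3.L (gene ID 444269), whose product reduces retinaldehyde back to retinol, rose by 2.68 on the log2 scale (SE 0.24, adjusted p = 2.07e-14, higher in 6 of 6 clutches). The genes for the RA-degrading enzyme cyp26a1 rose by 2.10 for cyp26a1.S (gene ID 398094; SE 0.39, adjusted p = 7.96e-06, 6 of 6 clutches) and by 1.66 for cyp26a1.L (gene ID 496314; SE 0.42, adjusted p = 8.62e-04, 5 of 6 clutches). In clutch G cyp26a1.L differed by -2.20, against 1.96 to 3.14 in the other clutches, and its call ended when limma was fitted to only the 12 samples compared (adjusted p = 0.147). By list, 3 of 7 genes of reduction and degradation and 2 of 6 hox targets rose, and none of the 5 synthesis or 4 binding and transport genes passed the test, and the counts adjusted over the list alone were equal. The study chose the panel and its lists, so these counts are not independent evidence of a direction. In the synthesis list rdh10.S differed by -0.74 (adjusted p = 0.0919, but -0.32 without clutch G, where it stood at -2.85, and past the threshold at -0.90 without clutch J) and rdh10.L by -0.59 (adjusted p = 0.153, lower in 6 of 6 clutches). rdh10.S was also called lower with gapdh, sdr16c5.L and stra6.L as joint reference, a setting chosen after seeing the data. hoxb4.S (gene ID 734796) differed by -0.09 (SE 0.44, adjusted p = 0.872, higher in 3 of 6 clutches). Also past the threshold, hoxd3.L (gene ID 100036911) falls outside the rule for named genes: it had values in 3 RA samples and 2 control samples at 0 h, from 0 shared clutches, so its difference was estimated across clutches. With the panel mean as reference 12 genes were called, 6 higher and 6 lower, 4 of the lower ones being synthesis genes, and the median of all genes moved by -0.62. The panel mean includes the genes that RA raised, so genes that do not move are lowered against it. The lower calls do not by themselves show that RA reduced those genes. Of 100 regroupings of the 12 samples, 5 gave as many genes as the real one, itself included.

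At 1.5 h after the wash 9 genes were higher under RA and 0 were lower. cyp26a1.L was up by 2.51 (SE 0.42, adjusted p = 1.36e-06), cyp26c1.L by 2.32 (SE 0.48, adjusted p = 3.84e-05), dhrs3.L by 2.27 (SE 0.24, adjusted p = 1.09e-11), cyp26a1.S by 2.18 (SE 0.39, adjusted p = 3.70e-06) and cyp26c1.S (gene ID 735026) by 1.97 (SE 0.46, adjusted p = 2.63e-04), each in 6 of 6 clutches. hoxb1.S was up by 1.60 (SE 0.52, adjusted p = 0.0105) and hoxb4.S by 1.17 (SE 0.44, adjusted p = 0.0273), both in 6 of 6 clutches. Thus 5 of 7 genes of reduction and degradation and 4 of 6 hox targets rose, with equal counts adjusted over the list alone, and 5 of these 9 genes had also been called at 0 h. The mean shift of the synthesis list was 0.05 ± 0.43 (SD, n = 6), and -0.90 with the panel mean as reference. As at 0 h, the panel mean includes the genes that RA raised, so genes that do not move are lowered against it. With that reference 15 genes were called, 6 higher and 9 lower, all 5 synthesis genes among the lower ones, and the differences of hoxb1.S and hoxb4.S no longer passed the test, while the median of all genes moved by -0.96. These calls also ended without 1 clutch: hoxb1.S without I (1.40) or L (1.27), and hoxb4.S without G (1.24) or L (0.98). The call of hoxb4.S also ended without clutch as a block (adjusted p = 0.0637), with no reference gene (difference 1.06) and adjusted over the 8 comparisons together (adjusted p = 0.0983).

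At 3 h, 4 genes remained past the threshold, each higher in 6 of 6 clutches and each also called at 1.5 h. cyp26c1.L was up by 1.64 (SE 0.48, adjusted p = 0.0115), cyp26c1.S by 2.46-fold (SE 0.46 on the log2 scale, adjusted p = 0.0369) and dhrs3.L by 0.93 (SE 0.24, adjusted p = 0.00813). They were 3 of 7 genes of reduction and degradation and 1 of 6 hox targets, as many as when adjusted over the list alone. cyp26a1.L differed by 0.75 (adjusted p = 0.309, or 0.0406 with limma fitted to only the 12 samples compared, higher in 6 of 6 clutches) and hoxb4.S by 0.18 (adjusted p = 0.969). The count was 0 without clutch J, where dhrs3.L was at 2.34 against 0.36 to 0.98 in the others (mean 0.65 without J), and 2 without clutch L, and the call of cyp26c1.S also ended without clutch G or I, or adjusted over the 8 comparisons together (adjusted p = 0.0621). It was 0 without clutch as a block, 0 with no reference gene and 1 with the panel mean.

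At 4.5 h limma called 0 genes under RA, and 3 genes had an unadjusted p under 0.05. The exact sign-flip test gave 2 genes with an unadjusted p under 0.05 and 0 after adjustment. cyp26c1.L was the closest, at 1.50 (SE 0.48, adjusted p = 0.0582, higher in 6 of 6 clutches), and it was the 1 gene of reduction and degradation that passed when adjusted over the list alone. The count of 0 was not firm: it was 1 with the clutch-by-time block, with only the 12 samples compared, adjusted over the 8 comparisons together or without clutch H, and 2 without clutch K. cyp26a1.L differed by 0.51 (adjusted p = 0.377), or 0.24 without clutch G, where it stood at 1.88, and hoxb4.S by 0.22 (adjusted p = 0.718), or -0.03 without clutch L.

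The lists as wholes were then compared clutch by clutch. Under RA the mean shift of reduction and degradation genes was 1.09 ± 0.38 (SD, n = 6) at 0 h, 1.63 ± 0.24 at 1.5 h, 0.75 ± 0.21 at 3 h and 0.65 ± 0.37 at 4.5 h on the log2 scale, above 0 in 6 of 6 clutches each time. The hox targets shifted by 1.04 ± 0.65 at 0 h, 1.45 ± 0.85 at 1.5 h, 0.64 ± 0.79 at 3 h and 0.60 ± 0.54 at 4.5 h (0.40 without clutch L). The hox shifts were above 0 in 6 of 6 clutches except at 3 h, where it was 5 of 6. The exact two-sided sign-flip test gave p = 0.03125, the smallest that 6 clutches allow, for each of these shifts but the hox shift at 3 h (p = 0.156). After adjustment over 4 lists and 4 times these values became 0.0714, so that none passed. The synthesis list at 0 h stood at -0.29 ± 0.22 (SD, n = 6), below 0 in 5 of 6 clutches (exact p = 0.0625, adjusted p = 0.125).

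Did the RA response change during recovery? In limma's test of the 3 later differences against that at 0 h, 5 genes passed, among them dhrs3.L (adjusted p = 1.05e-07 over the 3 times together), cyp26a1.L and cyp26a1.S (adjusted p = 0.0332 for each), and hoxd3.L, with the limit given above. Tested on its own, the difference at 4.5 h minus that at 0 h was -2.33 for dhrs3.L (adjusted p = 1.89e-07). It was -1.15 for cyp26a1.L (95% interval -2.35 to 0.05, adjusted p = 0.172) and -1.44 for cyp26a1.S (-2.54 to -0.34, adjusted p = 0.0651), neither past the threshold. That rests on clutch G, the 1 clutch in which both differences grew: without it the values were -2.20 (adjusted p = 1.36e-04) and -2.33 (adjusted p = 3.65e-04), and both passed. The count was 2 without clutch as a block and 2 with the panel mean as reference, and 2 without clutch H, I, K or L and 3 without clutch J.

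**Figure D2:**
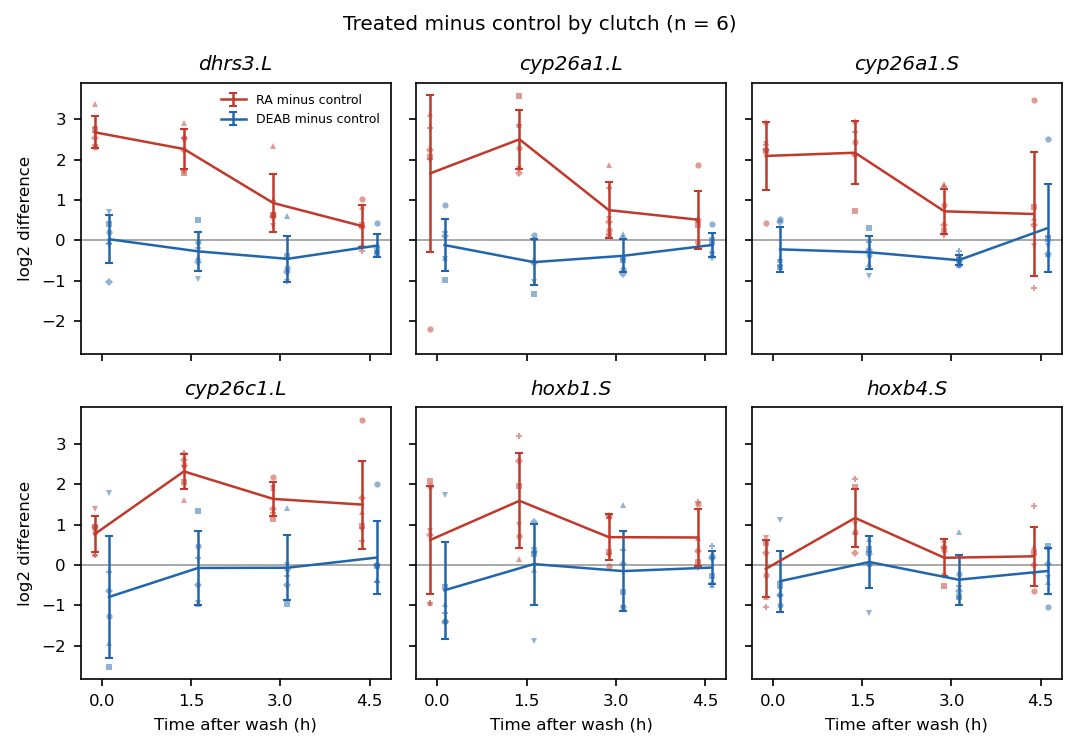
Treated minus control log2 difference of 6 genes against time after the wash, for RA (red) and DEAB (blue). Symbols are the 6 clutches, and lines join means with bars of 1 SD. At 0 h dhrs3.L stood at 2.68 under RA and at 0.03 under DEAB.

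For reduced RA, limma called 0 genes under DEAB at each of 0, 1.5, 3 and 4.5 h, and the numbers of genes with an unadjusted p under 0.05 were 2, 0, 0 and 0. The exact sign-flip test gave 0, 0, 2 and 0 genes with an unadjusted p under 0.05, and 0 after adjustment. At 0 h hoxd4.L differed by -1.34 (SE 0.60, adjusted p = 0.348, lower in 5 of 6 clutches) and aldh1a2.L (gene ID 399389), the gene of the enzyme that DEAB inhibits, by 0.44 (SE 0.19, adjusted p = 0.348, higher in 5 of 6 clutches). At 0 h cyp26a1.L differed by -0.12 and hoxb4.S by -0.40 (adjusted p = 0.986 and 0.924). The DEAB sample of clutch K at 0 h lay farther from the fit than any other of the 72 samples (root mean square residual 2.14). Without clutch K aldh1a2.L differed by 0.17 (1.78 in K) and hoxb4.S by -0.70 (1.11 in K), neither past the threshold. With all 6 clutches, cyp26a1.L and hoxb4.S differed by -0.54 and 0.08 at 1.5 h (adjusted p = 0.900 and 0.968). At 3 h cyp26a1.L and hoxb4.S differed by -0.38 and -0.36 (adjusted p = 0.813 for each, and hoxb4.S -0.60 without clutch J). At 4.5 h they differed by -0.11 and -0.15 (adjusted p = 0.980 for each). At 3 h 2 genes were lower in 6 of 6 clutches, among them cyp26a1.S at -0.49 (adjusted p = 0.760), where chance gives 0.69 genes with 1 sign in all clutches. No list passed at any time, also when adjusted over the list alone. The list shifts lay between -0.37 ± 0.87 (SD, n = 6) for hox targets at 0 h and 0.26 ± 0.33 for binding and transport at 0 h, and the smallest adjusted exact p was 0.75. The hox shift at 0 h was below 0 in 5 of 6 clutches and 1.36 in clutch K, without which it was -0.71, and that of binding and transport was 0.14 without clutch G. The 95% interval at 0 h ran from -0.46 to 0.52 for dhrs3.L and from -0.96 to 0.73 for cyp26a1.L, so that differences within these bounds stay possible. The bounds are not detection limits. In the simulated panels for RA at 0 h a log2 change of 1 was recovered in 49.0% of changed genes. No gene's DEAB difference was found to change with time (0 genes with limma, and 0 with an unadjusted p under 0.05).

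Whether RA and DEAB moved genes by unequal amounts was tested at 0 h through the sum of the 2 differences, which is 0 for equal and opposite effects. In limma 5 genes passed, each with a positive sum. They included dhrs3.L (sum 2.71, adjusted p = 6.73e-07), cyp26a1.S (sum 1.87, adjusted p = 0.0338) and hoxd3.L (adjusted p = 8.58e-05). The DEAB differences of dhrs3.L and cyp26a1.S were 0.03 and -0.22. The count at 0 h was 3 without clutch K. At 1.5 h the same test passed 6 genes, each with a positive sum. It passed 0 genes at 3 h, where RA had called 4, and 0 at 4.5 h.

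The 5 pairs of duplicated genes with both members in the panel were compared for their response at 0 h. With limma 0 pairs differed under RA and 0 under DEAB. Under RA the cyp26a1 pair differed by -0.43 (L minus S, 95% interval -1.20 to 0.33) and the crabp2 pair by 0.34 (-0.87 to 1.54). The widest gap under DEAB was that of crabp2, at -1.10 (-2.31 to 0.10, adjusted p = 0.317).

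The size of the hox response and its return were compared over the clutches. The absolute hox shift under DEAB was 0.82 ± 0.34 at 0 h and 0.26 ± 0.22 (SD, n = 6) at 4.5 h, larger at 0 h in 6 of 6 clutches (exact two-sided p = 0.03125). This test no longer passed with the median of the members (difference 0.37, exact p = 0.125), on the z-score scale (0.22, exact p = 0.0938) or with hoxd3.L in the list (0.53, exact p = 0.0625). The absolute shift at 0 h also counts the rise of 1.36 in clutch K, against falls in the other 5, and without K the difference was 0.41. Under RA the values were 1.04 ± 0.65 and 0.60 ± 0.54, larger at 0 h in 4 of 6 clutches (exact p = 0.375). Summed over the 4 times, the absolute hox shift was 3.85 ± 1.43 under RA and 2.33 ± 0.86 under DEAB (SD, n = 6), larger under RA in 5 of 6 clutches (exact p = 0.156). In simulated panels with no effect it was 3.13 (95% of panels 2.25 to 4.15), and both values lay inside. Those panels drew the samples independently, while in the data samples of 1 clutch and time were more alike. What they share cancels in treated minus control, so the simulated range may be too wide. It therefore does not decide whether the RA sum exceeds the spread. For the 16 RA network genes the sums were 1.97 ± 0.55 and 1.04 ± 0.41 (exact p = 0.0625), against 1.41 (1.01 to 1.86) in panels with no effect.

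Relations between the clutches' response sizes, 4 in all, used gene-wise z-scores. The absolute hox shifts under RA and under DEAB gave a negative r that did not pass after adjustment (r = -0.81, exact permutation p = 0.0333, adjusted p = 0.0861; rho = -0.71, exact p = 0.136, adjusted p = 0.272). Without clutches L and K, the farthest from the median, r was -0.37, so that the relation rests on them, with 4 clutches left. With the median of the members it passed (r = -0.94, exact permutation, adjusted p = 0.0111), and with signed in place of absolute shifts it turned to 0.60. The hox and network shifts under DEAB gave r = 0.84 (exact permutation p = 0.0431, adjusted p = 0.0861; rho = 0.77, exact p = 0.103, adjusted p = 0.272), with r = 0.90 without clutches L and K, 0.85 with the median (adjusted p = 0.0444) and -0.01 with signed shifts. The network shifts under RA and DEAB gave r = 0.15 (exact p = 0.774, adjusted p = 0.774; rho = -0.09, exact p = 0.919, adjusted p = 0.919; r = 0.33 without clutches J and K). The hox and network shifts under RA gave r = 0.48 (exact p = 0.367, adjusted p = 0.489; rho = 0.49, exact p = 0.356, adjusted p = 0.474; r = -0.54 without clutches L and K). Panels with no effect and the same shared controls gave a median r of 0.25, 0.26, 0.24 and 0.27 for these relations in the order given. For the first relation 95% of them lay between -0.69 and 0.89, and -0.81 lies outside. For hox and network under DEAB they lay between -0.68 and 0.89, and 0.84 lies inside. The values of the remaining relations also lie inside. As above, these panels leave out what samples of 1 clutch and time share. They also hold no treatment effect. Where RA raises the hox genes and DEAB lowers them, a deviation of the shared control enlarges 1 absolute shift and reduces the other. That alone can give a negative r, so the place of -0.81 outside the range does not show a relation between clutches. The covariance of the 2 hox shifts was -0.22, against 0.06 in those panels.

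**Figure D3:**
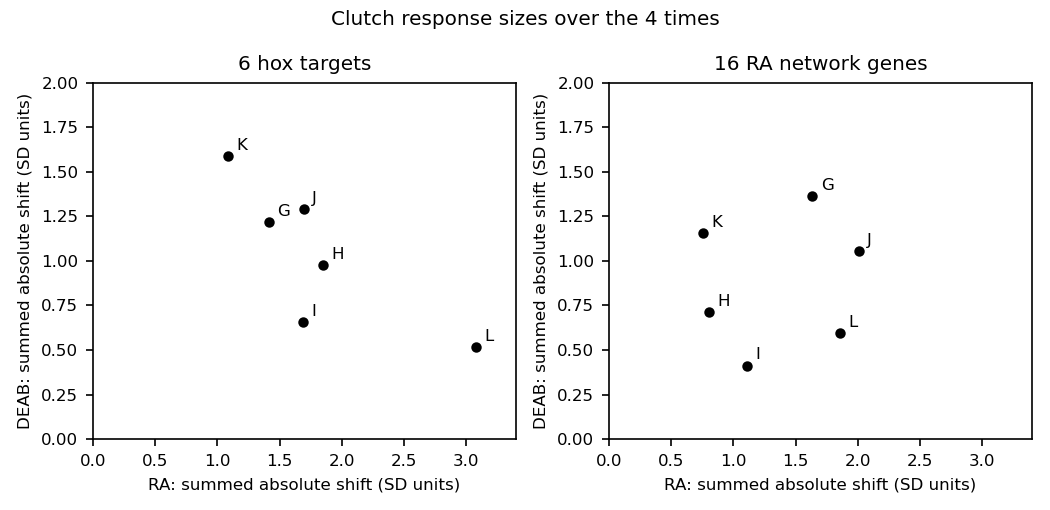
Summed absolute shift over the 4 times under RA (horizontal) and DEAB (vertical), in units of the gene-wise SD, for the 6 hox targets and the 16 RA network genes. Each point is 1 clutch. In the hox plot clutch L lies at 3.08 and 0.52 and clutch K at 1.09 and 1.59.

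Over the 22 genes with no missing value, time took a median 64.1% of the variance of a gene, clutch 6.62%, treatment 1.48% and treatment by time 1.29%. The first principal component held 81.8% of the variance, of which time took 89.1%, and the second held 4.89%, of which treatment took 48.6%. The reference gene did not differ by treatment beyond its spread. Its mean Ct difference from control lay between -0.19 ± 0.61 (SD, n = 6, exact p = 0.469) under RA at 0 h and 0.14 ± 0.84 (exact p = 0.719) under RA at 4.5 h, and those under DEAB lay between these values.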

Values the study reported

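For 12 clutches, which join those measured by RNA sequencing with the 6 analysed here, the study reported a strong feedback of the network after added RA in 9 of the 12. Only some of these reached a high robustness in its hox genes. After RA was reduced, the study described a mild feedback in all clutches and placed at least 8 of the 12 clutches in the class of high robustness. Its classes rest on distances along a principal curve, not on the list means used here, so the values are not directly comparable.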

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

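The tests of an opposite DEAB effect, of a gapdh shift under DEAB and of stage along the residual axis, and the regroupings without hoxd3.L, were chosen after the results were seen. In 12 of 66 groups of 6 clutches 1 value stood far from the others, where chance gives 3.3. Under RA these were cyp26a1.S (0.44) and cyp26a1.L (-2.20) in clutch G at 0 h, the hox list in clutch L at 1.5 h (3.12), dhrs3.L in clutch J at 3 h (2.34) and cyp26a1.L in clutch G at 4.5 h (1.88). Under DEAB they were hoxb4.S (1.11) and the hox list (1.36) in clutch K at 0 h, hoxb4.S (-1.19) and the hox list (-1.21) in clutch K at 1.5 h, and hoxb4.S (0.82), the synthesis list (1.24) and the reduction and degradation list (0.28) in clutch J at 3 h. A difference between times under RA passed limma's test for cyp26a1.L and cyp26a1.S (adjusted p = 0.0332 each), dhrs3.L (1.05e-07) and hoxd3.L (4.61e-07).

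The first pattern is that no gene passed under DEAB while RA moved genes at 0, 1.5 and 3 h. At 0 h a DEAB effect equal and opposite to that of RA is argued against for genes taken singly, dhrs3.L above all (sum 2.71, adjusted p = 6.73e-07 with limma). The 95% interval under DEAB excluded it in 5 of the 5 genes moved at 0 h with 6 pairs, taking the RA difference as known. The direct test of the sum passed in 4 of these 5 genes and not for cyp26a1.L (sum 1.55, adjusted p = 0.149 with limma). The 5 genes were picked by their RA difference, and both differences share the controls. Low control values thus favour the pick and also raise the sum. The number of genes passing the sum test is not set apart from chance (7 of 100 assignments of the control gave as many). At 1.5 h the sum passed in 6 of the 9 genes that RA moved. At 3 h it passed in 0 of 4, so that an equal and opposite effect stays open there. A shift of gapdh is argued against, since its largest mean difference under DEAB was 0.183 cycles and the panel mean as reference gave no call. A smaller DEAB effect stays open: the difference averaged over the 4 times called 0 genes, but the interval of cyp26a1.L reached -0.71. A weak dose, or regulation by the embryo, may also apply and was not tested.

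The second pattern is hoxd3.L under RA at 0 h. Its Ct was 15.78, 19.39 and 13.80 in clutches G, H and K and missing in the others, while the 2 control values at 0 h, in clutches I and J, were 24.27 and 25.29. A single clutch does not account for the call, since the adjusted p without clutch K was 1.25e-06 and ran from 5.87e-12 to 1.08e-05 over the 6 clutches left out in turn. With 0 clutches measured in both groups, a response to RA and a product of nonspecific amplification could not be separated, and no biological explanation was tested.

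The third pattern is that samples departed from the fit of group and clutch along 1 axis, with 41.7% of the residual variance. These departures include what samples of the same clutch and time share, so the axis is not confined to differences between them. A candidate explanation is small differences in developmental stage. Across 22 genes, which are not independent, the loadings followed the control change from 0 to 4.5 h (absolute r = 0.713, permutation p = 4.10e-04). The residuals were not scaled, so genes with more spread weigh more on the axis. Genes with larger control changes also tended to have more spread. The correlation therefore does not tell stage from noise that the genes share. RNA input or the gapdh reading stays open (absolute r = 0.331 over 72 samples). Whether stage differences add to the RA calls stays open: a stage score as covariate left 20 calls over 0, 1.5 and 3 h, against 19 without it, but its 13 genes were chosen for not passing under RA, so that the score could hardly take up a difference between RA and control.

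Other groupings of the samples were counted for each comparison. Few groupings, the real one included, gave as many genes for RA at 1.5 h (2 of 100, 9 genes, the highest other 9). For RA at 3 h it was 1 of 100 (4 genes against 2). For the change of the RA effect with time it was 1 of 32 within-clutch exchanges, the smallest share possible (5 genes, hoxd3.L among them, against 3). These shares argue against chance for each count taken singly. They were not adjusted over the comparisons and do not exclude it. Exchanges within clutches, which keep the pairing, gave as many in 1 of 32 for RA at 1.5 h (highest other 7) and 1 of 32 at 3 h (highest other 1). For control embryos 4 of 100 groupings and 2 of 32 exchanges within clutches gave as many (20 genes against 22 in each), but with 20 of 23 genes called this count is near its ceiling and decides nothing. Chance is argued against there by the directions: 16 of 22 genes, which are not independent, had 1 sign in all 6 clutches, where chance gives 0.69. Chance is not argued against for the count of 6 genes for RA at 0 h (5 of 100, 6 genes against 6, and 2 of 32 exchanges within clutches). The same holds for the count of unequal RA and DEAB effects (7 of 100 assignments, 5 genes against 8). These counts do not bear on single genes: for RA at 0 h dhrs3.L ran from 2.31 to 3.39 over the clutches (adjusted p = 2.07e-14 with limma). There 6 genes, which are not independent, had 1 sign in all 6 clutches, where chance gives 0.69. They are not the 6 called genes. Among them are cyp26c1.L and, with a negative sign, rdh10.L (adjusted p = 0.256 and 0.153 with limma), but not cyp26a1.L or hoxd3.L. Over the 22 genes without hoxd3.L, 3 of 100 groupings gave as many as the 5 genes at 0 h, but 2 of 32 within-clutch exchanges did. Counts of 0 are reached by every grouping: 100 of 100 for RA at 4.5 h, DEAB at the 4 times and both tests of duplicated pairs, and 32 of 32 for the change of the DEAB effect. The highest other counts were 4 for RA at 4.5 h, 7, 1, 1 and 1 for DEAB at 0, 1.5, 3 and 4.5 h, 2 and 2 for the pairs, and 0 for the change of the DEAB effect. The grouping that called 7 genes at 0 h under DEAB, against 0, broke up the clutches, and exchanges within clutches called 0 genes at most, so that it points to structure by clutch and to none beyond it in these exchanges.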

How the results depend on the processing

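Settings without hoxd3.L, without the 5 samples farthest from the fit and with gapdh, sdr16c5.L and stra6.L as joint reference were chosen after seeing the data. Values computed anew from the Ct table equal the deposited ones by construction, so that this setting tests nothing. No value lay at the last cycle, missing values were already left out, and no pseudocount applies. The panel mean was taken over 22 genes. The clutch-by-time block and the fits to 12 samples left out hoxd3.L. Apart from the fits without 1 clutch, 427 tested values kept their direction and side of the threshold, 18 lost a call, 5 gained one and 21 turned, and 167 counts stayed within 1.5 times. These totals include the values computed anew from the Ct table. Most tested values had not passed in the main run, so the totals are no measure of stability. No depth beyond the Ct is given, so what it limits is unknown. Unless a cause is given, the cause was not tested.

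Without clutch as a replicate block, RA called 0 genes at 3 h and 2 genes changed their RA effect with time. With the clutch-by-time replicate block RA called 1 gene at 4.5 h. The blocks moved no other count by over 1.5 times. With the panel mean RA called 12 genes at 0 h, 15 at 1.5 h and 1 at 3 h, and 2 genes changed with time. With no reference RA called 0 at 3 h. RA at 4.5 h gave 1 gene without the genes of highest Ct, 1 adjusted over the 8 comparisons together, 1 with only its 12 samples and 2 without the 5 samples. RA at 3 h gave 8 genes with only its 12 samples, cyp26a1.L among them, while cyp26a1.L lost its call at 0 h. The adjusted exact test gave 0 at 0, 1.5 and 3 h, since its smallest p of 0.03125 cannot pass adjustment for so few genes, and at unadjusted p under 0.05 it gave 7 for RA at 3 h, 2 for RA at 4.5 h and 2 for DEAB at 3 h. Leaving out 1 clutch gave 0 to 4 genes for RA at 3 h, 0 to 2 for RA at 4.5 h, 3 to 6 for unequal effects and 2 to 4 for the RA change with time. In control embryos 16 genes were called higher and 5 lower with no reference.

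In control embryos directions turned for genes that had passed: with the panel mean aldh1a2.L, rdh10.L, rdh14.L, cyp26a1.S and stra6.L were called lower, and stra6.L also with no reference. With the panel mean this follows where a gene rose less than the panel as a whole. Among the treated minus control differences, list shifts and relations, directions turned only where the test had not passed. hoxb4.S under RA was -0.23 at 3 h and -0.25 at 4.5 h with the panel mean, 0.10 at 0 h with no reference, and -0.00923 at 3 h without the 5 samples. Under DEAB with no reference cyp26a1.L was 0.04 at 0 h and 0.07 at 4.5 h and hoxb4.S 0.038 at 4.5 h. Without the 5 samples cyp26a1.L was 0.031 at 0 h, and with the joint reference hoxb4.S was -0.023 at 1.5 h. Leaving out 1 clutch, hoxb4.S under RA ran from -0.24 to 0.096 at 0 h and -0.03 to 0.39 at 4.5 h. Under DEAB cyp26a1.L ran from -0.31 to 0.06 at 0 h, and hoxb4.S from -0.036 to 0.33 at 1.5 h and -0.27 to 0.032 at 4.5 h.

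Of the lists, synthesis under RA was -0.90, -0.36 and -0.22 at 1.5, 3 and 4.5 h with the panel mean, and binding and transport -0.33, -0.80 and -0.22 at 0, 1.5 and 4.5 h. The panel mean includes the genes that RA raised, which lowers lists that do not move. Synthesis under DEAB at 0 h had a median of -0.067. Leaving out 1 clutch, synthesis ran from -0.047 to 0.17 at 1.5 h and -0.16 to 0.16 at 3 h under RA, and from -0.071 to 0.098 at 0 h and -0.0308 to 0.27 at 3 h under DEAB. Under DEAB reduction and degradation ran from -0.21 to 0.0491 at 1.5 h and -0.14 to 0.018 at 4.5 h, and hox targets from -0.15 to 0.13 at 1.5 h.

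The hox shift at 0 h minus 4.5 h under DEAB was 0.37 with the median, 0.22 on the z-score scale and 0.53 with hoxd3.L, none past the threshold by the exact test. It ran from 0.41 to 0.66 without 1 clutch, where 5 clutches cannot reach 0.05. The hox relation between RA and DEAB was -0.94 with the median of the members, past the threshold by the exact permutation test, and 0.60 with signed sums, and that of hox and network under DEAB 0.85 with the median, also past it, and -0.011 with signed sums. The network relation was -0.13 with the median, -0.45 on the log2 scale and -0.60 with the panel mean, and ran from -0.00956 to 0.45 without 1 clutch. With the panel mean, hox and network gave 0.985 under RA and 0.995 under DEAB, since both lists make up the panel mean and 1 then rises as the other falls.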

Other observations

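The members of 3 duplicated pairs changed by unequal amounts in control embryos between 0 and 4.5 h, a comparison added after the data were seen. rdh10.L rose by 2.05 on the log2 scale while rdh10.S differed by 0.24 and did not pass the test, a difference of 1.81 (SE 0.37, limma adjusted p = 2.80e-05). cyp26a1.L rose by 3.29 and cyp26a1.S by 1.46, a difference of 1.83 (SE 0.38, adjusted p = 2.80e-05). For crabp2 the order was the other way, with 5.91 for L and 7.98 for S, a difference of -2.07 (SE 0.60, adjusted p = 0.00180). The cyp26c1 pair did not pass (adjusted p = 0.154). The gapdh value cancels in these differences.

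Averaged over the 4 times, RA moved 9 genes past the threshold in limma, all higher, and DEAB moved 0, with 1 gene at an unadjusted p under 0.05. With the stage score as covariate 3 genes passed under DEAB at 0 h, but all of them are among the genes that make up the score, so the count is not independent of it. The samples farthest from the fit were clutch K under DEAB at 0 h, with a root mean square residual of 2.14, and clutch H under DEAB at 0 h, with 1.64.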
